A study of Homo sapiens with 16 samples. Its data were reported in "DAB2IP loss in luminal a breast cancer leads to NF-κB–associated aggressive oncogenic phenotypes" (2024).

How the data were processed

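Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on T47D cells, an established estrogen receptor-positive human breast cancer line, with a stable knockdown of DAB2IP or with an empty vector (control). DAB2IP encodes a RasGAP, a protein that switches Ras signalling off. Antibodies against 3 subunits of the transcription factor NF-κB were used: RELA (p65), RELB and NFKB2. Each combination of condition and antibody was a group of 2 libraries, which made 12 immunoprecipitation (IP) libraries in 6 groups. The 4 input libraries have no peak list of their own and enter only through the peak calls. Condition, antibody and replicate number came from the sample labels. The 3 libraries of the same condition and replicate number are called a preparation here, which gave 4 preparations.

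The authors had paired-end reads mapped with BWA and peaks called in each library with MACS2, and the peak caller's lists were used as deposited. The deposited positions (start, end and summit of each peak) are in base pairs, counted from 0. The deposited score is 10 times the unadjusted −log10 p-value, shortened to a whole number. The deposited ratio is the fold enrichment at the summit over the peak caller's local background. The authors' lists also hold a −log10 p-value and a −log10 q-value, the p-value adjusted for multiple testing. Fold enrichments and p-values are the authors' own and were used only to describe, rank or filter peaks within the list they belong to, and libraries were compared by overlap. The peak threshold was read from the values: the smallest −log10 p-value of each list corresponded to an unadjusted p of 0.05, and 99.7% to 99.9% of the listed peaks had a q of 1. The shortest peak was 147 bp in every list.

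The genome build was settled from the lists. They name 507 sequences, among them 134 scaffolds of the KI270 series and 332 patch or alternate sequences, as in GRCh38. The last peak lay within 200 kb of the last annotated gene on 23 of 23 chromosomes compared (chromosome Y was left out of this check). Chromosomes 1 to 22, X and Y were used unless stated otherwise. Intervals listed more than once for several summits were counted once, which removed 972 entries over all lists. Protein-coding genes (20037) and their names came from a RefSeq gene table of the assembly GRCh38.p14, which was used for names and overlap only. All 30 genes of a fixed list of known NF-κB targets were found in it.

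Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks of the 4 libraries of an antibody were merged where they shared at least 1 bp, and a merged region was knockdown-only when both knockdown libraries and neither control library called it, with control-only as the mirror. The same counts were made for the other ways of pairing the 4 libraries, and all were set beside the mean over 10 random circular shifts of the lists. The shifts ran over whole chromosomes and did not avoid stretches where no read can map. Ratios slightly above 1 therefore need not mean overlap beyond chance. Similarity of library pairs (66 pairs) was the Jaccard index, the bases covered in both libraries over the bases covered in either. A separation is the mean Jaccard index of pairs that share a property minus that of pairs that do not. Genes were counted as having a peak when a peak overlapped the gene span with 1 kb added on either side. For the list of known targets, 10000 random lists were drawn from the 200 genes nearest in length to each member.

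The lists give no read totals, so the sequencing depth is unknown. A relative depth was recovered from the fold enrichment and p-value of each peak, which together fix the number of fragments at the summit and the local background under the peak caller's formulas (a pseudocount of 1 and the Poisson distribution). The recovered fragment numbers were whole for at least 99.95% of peaks in each list. The lowest background seen at 100 or more peaks of a library, put back on the scale of the IP where the IP had been scaled down, is proportional to the number of IP fragments and is called the relative IP depth. Shares of peaks have exact (Clopper-Pearson) 95% confidence intervals, which cover counting error only. Region patterns and recovered fragments were tested on simulated data. The total of each planted pattern was recovered (900 regions in all), but single regions were not checked. The planted regions lay on separate stretches, so overlap by chance was not simulated. Of the simulated summits, 99.9% and 99.7% were recovered for a library without and with scaling of the IP.

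Peak numbers were compared as the log2 ratio of geometric means, knockdown over control, with an exact two-sided permutation test. With 2 libraries against 2 the smallest possible p is 0.33. Separations were tested with exact one-sided permutations, and correlations with permutation tests (100000 permutations, or exact for 6 libraries). Outlying samples were not tested for, since each group held 2 libraries.

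The comparisons, the genes to be named and most alternatives were chosen before the data were examined. The named genes were DAB2IP, the genes that the study discusses for binding (NOP10, TPI1, TMEM147, PSENEN, BIRC5, SRSF1, TBCA and CDK5) and 5 known NF-κB targets (NFKBIA, TNFAIP3, BIRC3, NFKB2 and RELB). The named regions were, for each antibody, the 3 knockdown-only and the 3 control-only regions with the best ranks by p-value in the lists that call them, and the 3 best-ranked regions called in all 12 libraries. The alternatives were a −log10 q of at least 2 or 5, the 20000 peaks with the smallest p, covered bases in place of peak numbers, windows of 100 bp either side of the summit, all sequences, each replicate left out in turn and a block for the replicate number. Alternatives chosen after seeing the data were a q of at most 0.05, the count of gene spans with its flank of 5 kb, target lists not matched on gene length, summits lowered by 1 fragment, the removal of intervals over 5 kb, and Jaccard indices divided by their value after random shifts. Sequence motifs and transcription start sites were not analysed here, because no genome sequence or gene strand was used, and gene spans took the place of promoters after the data had been seen.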

Results

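NF-κB binding was profiled in T47D cells by ChIP-seq with antibodies against RELA, RELB and NFKB2, in 2 DAB2IP knockdown and 2 control libraries per antibody. The 12 lists held 6175350 peaks on chromosomes 1 to 22, X and Y, from 75078 to 708764 per library. Their median fold enrichment was between 2.16 and 2.65, their median length between 162 and 195 bp, and they covered 14.8 to 209 Mb. Few peaks passed multiple testing: 44 to 203 peaks per library on these chromosomes had a q of at most 0.05. Over all sequences, the share of such peaks was lowest in control NFKB2 replicate 1, at 0.0209% (95% exact confidence interval 0.0177% to 0.0245%), and highest in knockdown RELB replicate 1, at 0.138% (0.113% to 0.166%).

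The recovered number of fragments at the summit had a median of 3 or 4 in each library, and 21.4% to 81.8% of summits rested on 3 or fewer fragments. The relative IP depth ranged from 0.0377 fragments in knockdown RELA replicate 2 to 0.0706 in control RELA replicate 2. In 10 libraries the fragments were counted without scaling. In the other 2, the IP had been scaled down to the depth of its input, by a factor of 0.91 in knockdown RELA replicate 1 and 0.982 in knockdown RELB replicate 1, and these were the libraries with 105534 and 75078 peaks.

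**Figure D1:**
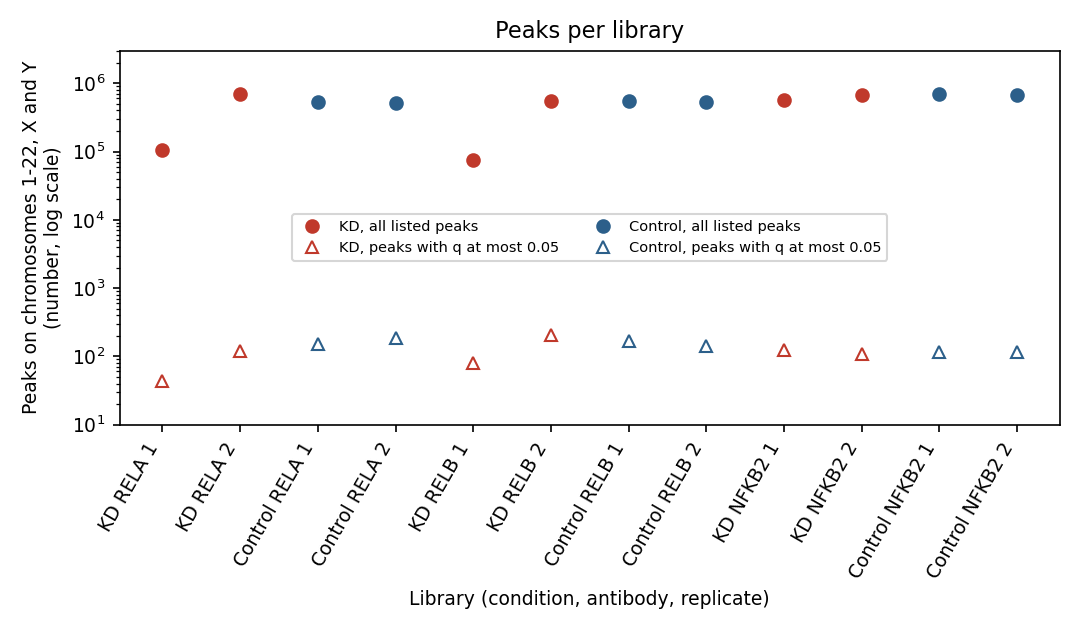
Number of peaks on chromosomes 1 to 22, X and Y (log scale) in each of the 12 libraries, for all listed peaks (circles) and for peaks with a q of at most 0.05 (triangles), with knockdown in red and control in blue. The libraries with 105534 and 75078 peaks lie below the others, and at most 203 peaks per library had a q of at most 0.05.

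The first comparison asked whether the knockdown changed the amount of binding, as the number of peaks. For RELA, the knockdown libraries had 397184 ± 412456 peaks and the control libraries 522504 ± 6865 (mean ± SD, n = 2 each). The log2 ratio was −0.95 (exact two-sided permutation p = 1). The difference was smaller than the SD of the knockdown group, whose libraries had 105534 and 688835 peaks. The value rested on the first of these: without knockdown replicate 1, the log2 ratio was 0.40. At a q of at most 0.05, the knockdown libraries had 44 and 119 peaks and the control libraries 150 and 184, a log2 ratio of −1.20 (exact p = 0.33, the smallest this design allows). For RELB, the numbers were 313794 ± 337595 and 541162 ± 22965 (n = 2 each), with a log2 ratio of −1.41 (exact p = 0.667). Without knockdown replicate 1, which had 75078 peaks against 552509 in the other knockdown library, it was 0.031. With the peaks of a −log10 q of at least 5, the RELB ratio was on the other side as well, at 0.29. At a q of at most 0.05 the RELB ratio kept its direction, at −0.27. For NFKB2, the knockdown libraries had 620893 ± 65296 peaks and the control libraries 692138 ± 23513 (n = 2 each). Each control library had more peaks than each knockdown library (log2 ratio −0.16, exact p = 0.33, the smallest this design allows). In covered bases the NFKB2 ratio was 0.014, on the other side of 0. No difference in peak number was detectable at this number of libraries.

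Peak number went with the relative IP depth. Over the 10 libraries without scaling of the IP, Pearson's r was −0.838 (permutation p = 0.00074, Benjamini-Hochberg adjusted p = 0.00222 over 3 relations) and Spearman's rho was −0.891 (permutation p = 0.00114), so shallower libraries had longer lists. Without the 2 libraries farthest from the median depth, r was −0.867. Within the 6 RELA and RELB libraries among them, r was −0.948 (exact p = 0.05) and rho −0.771 (exact p = 0.103). That r rested on knockdown RELA replicate 2, without which it was −0.358 over 5 libraries, so the relation could not be judged within these antibodies. The 4 NFKB2 libraries alone, and the 3 libraries of each preparation, were too few for a coefficient. The 2 libraries with scaling formed a separate cluster, so no pooled coefficient is given. The ratio of IP to input fragments, recovered in the same way, gave r = −0.82 (permutation p = 0.00346, adjusted p = 0.00519) and rho = −0.681 (permutation p = 0.0357) over the 10 libraries, and r = −0.817 without the 2 farthest. Depth and peak number come from the same lists.

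**Figure D2:**
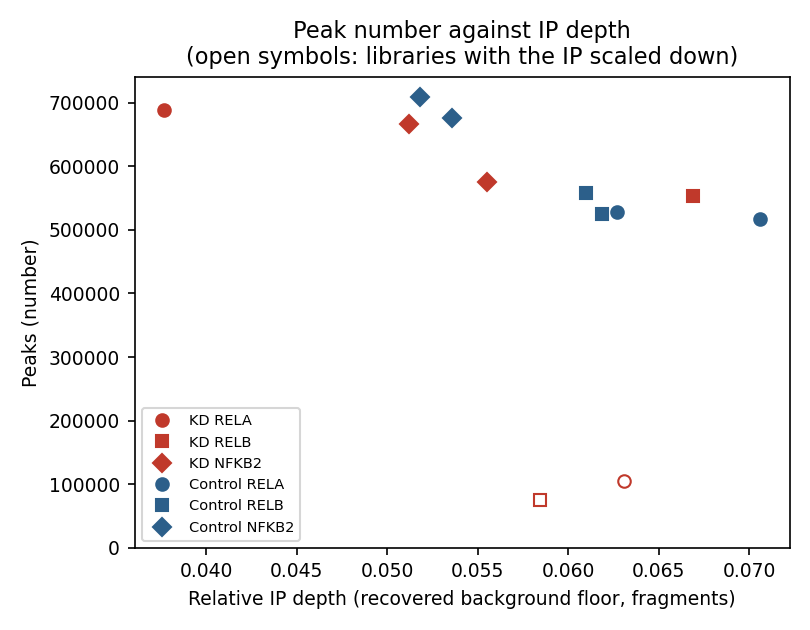
Number of peaks against the relative IP depth (the recovered background floor, in fragments) for each of the 12 libraries, with condition by colour and antibody by symbol. Filled symbols are the 10 libraries without scaling of the IP, where peak number fell with depth, and open symbols are the 2 with scaling.

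The second comparison asked which regions were bound only with the knockdown or only without it. For RELA, 9243 merged regions were knockdown-only and 39554 control-only. For RELB, the counts were 5277 and 45040, and for NFKB2 45105 and 62943. The other pairings of the 4 libraries, which mix the conditions, gave 6742 to 56164 regions for RELA, 4936 to 47657 for RELB and 45731 to 61166 for NFKB2. Most merged regions were called in 1 library alone: 88.5% for RELA, 88.9% for RELB and 82.1% for NFKB2. The knockdown-only counts were 1.11, 1.13 and 1.07 times the mean after random shifts for RELA, RELB and NFKB2. The control-only counts were 1.16, 1.16 and 1.13 times that mean. The pairings that mix the conditions lay between 1.07 and 1.20 times theirs. With all listed peaks, the knockdown-only and control-only counts did not exceed the highest mixed pairing on this scale, which was 1.16 for RELA, 1.20 for RELB and 1.14 for NFKB2. Regions called in all 4 libraries of an antibody numbered 601 for RELA, 417 for RELB and 6965 for NFKB2, which was 0.972, 2.68 and 1.72 times the mean after random shifts. These counts changed with the threshold. With a −log10 q of at least 5, the knockdown-only counts were 1, 3 and 6, and the control-only counts 3, 2 and 4, for RELA, RELB and NFKB2. The mixed pairings then gave 1 to 4, 0 to 5 and 0 to 2 regions, so that both NFKB2 counts lay above them. At a q of at most 0.05, the NFKB2 counts were 7 and 7 against 1 to 5 in the mixed pairings, and the RELB control-only count was 8 against 2 to 6. With the 20000 smallest p-values, the control-only counts of RELA (250 against 160 to 188) and RELB (255 against 150 to 226) lay above the mixed pairings. The control-only count of NFKB2 (196 against 204 to 214) lay below them, as did the knockdown-only counts (127, 148 and 185). No p-value was computed for these counts, since 4 libraries can be split in only 3 ways.

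**Figure D3:**
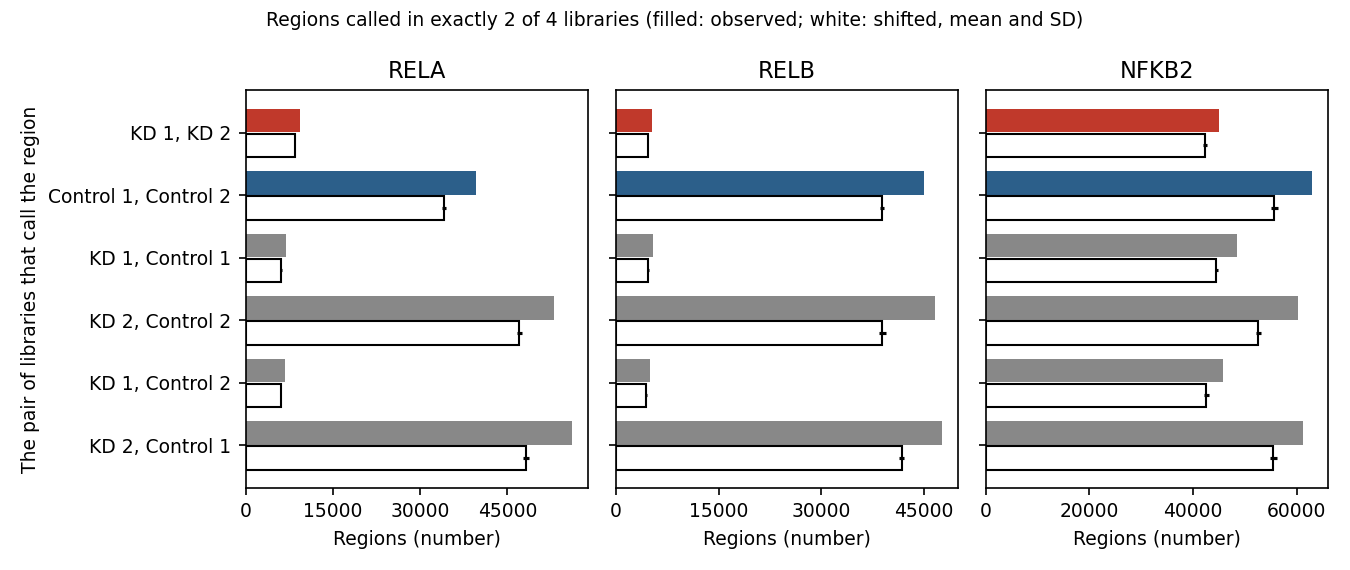
Regions called in exactly 2 of the 4 libraries of an antibody, for each pair of libraries; filled bars are observed counts, with red for knockdown-only, blue for control-only and grey for pairs that mix the conditions, and white bars are the mean and SD over 10 random shifts. These observed counts lie at 1.07 to 1.20 times the shifted mean.

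None of the named regions overlapped a gene of the annotation. The best-ranked knockdown-only region of RELA was at chromosome 1, 143219759 to 143220434 (GRCh38), with a fold enrichment of 1.87 and 2.39 and a −log10 q of 2.33 and 6.90 in the libraries that call it. That of RELB was at chromosome 1, 143255561 to 143255713, with a −log10 q of 12.2 and 19.2. That of NFKB2 was at chromosome 16, 34573978 to 34574144, with a −log10 q of 19.0 and 23.4. The best-ranked control-only regions of RELA and RELB overlapped, at chromosome 10, 41186197 to 41186387 and 41186215 to 41186384, with a −log10 q of 10.8 to 14.8 and 6.12 to 8.21. That of NFKB2 was at chromosome 12, 34952275 to 34952509, with a −log10 q of 1.98 and 1.99. The regions called in all 12 libraries included chromosome 16, 46386301 to 46386632, with a −log10 q from 9.86 to 41.8, and chromosome 1, 143214351 to 143214930, with a −log10 q from 3.31 to 41.2. A control-only region of RELA was at chromosome 1, 143239467 to 143239865, so knockdown-only, control-only and common regions lay within the same stretch of chromosome 1. At the best-ranked knockdown-only region of RELA, the summits held 120 and 90 fragments at fold enrichments of only 1.87 and 2.39. The local background there was therefore high too, against library medians of 0.568 to 1.04 fragments. The knockdown-only RELA regions on chromosomes 5 and 6 held 8 and 4 to 7 fragments. A small q alone therefore does not show a binding site.

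At the DAB2IP locus, each of the 12 libraries had 5 to 31 peaks, none with a q of at most 0.05. Over the 14 named genes and 12 libraries, 126 of 168 combinations had a peak within 1 kb of the gene span and 0 had one with a q of at most 0.05. The highest −log10 q was 0.317, at BIRC3 in knockdown RELB replicate 2, and the best summit of any combination rested on at most 10 fragments. With the RELA antibody, NOP10 had 0 and 1 peaks in the knockdown libraries and 0 and 4 in the control libraries, and TPI1 had 0 and 2 against 0 and 1. With the RELB antibody, TMEM147 had 0 and 1 peaks in the knockdown libraries and 0 and 1 in the control libraries. PSENEN had 1 and 2 against 0 and 1 with that antibody. It had 1 and 4 against 0 and 0 with the NFKB2 antibody, and 1 and 1 against 0 and 1 with the RELA antibody. At BIRC5, the RELA control libraries had 2 and 4 peaks and the RELA knockdown libraries 0 and 2, each with a −log10 q of 0. The PSENEN counts leaned towards the knockdown, although its RELA summit with the most fragments, 7, was in control replicate 2. The RELA counts of NOP10 and BIRC5 leaned towards the control. With 0 peaks at a q of at most 0.05, a difference between conditions could not be established at these genes from these lists.

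Among protein-coding genes, 83 had a RELA peak in both knockdown libraries and neither control library, and 590 the reverse. For RELB the counts were 76 and 1024, and for NFKB2 292 and 268. The pairings that mix the conditions gave 59 to 971 genes for RELA, 78 to 760 for RELB and 181 to 459 for NFKB2. With the 20000 smallest p-values per library, the knockdown-only and control-only counts were close, at 433 and 421 for RELA, 360 and 385 for RELB and 410 and 350 for NFKB2. With a −log10 q of at least 5 the knockdown-only, control-only and mixed counts were all 0 genes for each antibody, so nothing could be compared. With all listed peaks, leaving out 1 library raised the knockdown-only count to as many as 738 for RELA, 500 for RELB and 1126 for NFKB2. Known NF-κB target genes had a peak about as often as genes of like length: the share of the 30 genes with a peak lay at a median percentile of 52.2 among random lists over the 12 libraries (range 14.2 to 97.7). Without matching on gene length the median percentile was 6.57.

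The third comparison asked whether libraries resembled each other by antibody, by condition or by preparation. The mean Jaccard index was 2.15% for replicates of a group (6 pairs), 2.17% for pairs of the same antibody and other condition (12 pairs), 4.56% for pairs of the same preparation and other antibody (12 pairs) and 2.07% for pairs that shared neither (36 pairs). Relative to random shifts, the pairs of a preparation were at 1.62 to 3.90 times the shifted value, and all other pairs at 1.02 to 1.34 times. The separation by preparation was 0.0248 (exact one-sided p = 0.00174, the smallest the permutations can give). The separation by condition was −0.000214 (exact one-sided p = 1, with 0.33 the smallest the 3 splits allow). With all listed peaks, knockdown and control lists therefore differed by no more than replicates did. On filtered peaks the separation by condition was positive (exact one-sided p = 0.33 each). It was 0.0421 with a −log10 q of at least 5 and 0.0197 at a q of at most 0.05. With the 20000 smallest p-values it was 0.000151. The separation by antibody was −0.00528. It lay below 0 because pairs of a preparation always have different antibodies, and it was among the highest of the 1296 orderings of antibody names within preparations (exact one-sided p = 0.037). With the 20000 smallest p-values per library it was −0.00262 (exact p = 0.329).

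**Figure D4:**
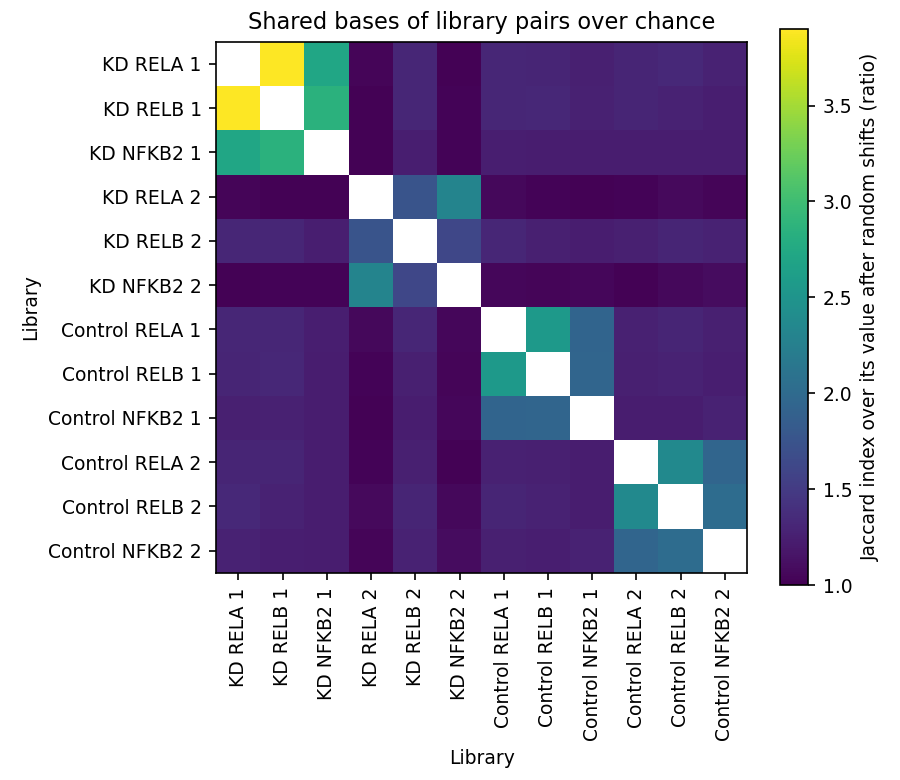
Jaccard index of each pair of the 12 libraries over its value after random shifts (ratio, colour scale), with libraries ordered by preparation. The blocks of 3 libraries along the diagonal are the preparations, at 1.62 to 3.90, and all other pairs lie at 1.02 to 1.34.

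The relative input depth, recovered as the relative IP depth over the ratio of IP to input, was nearly equal for the 3 libraries of a preparation. It was 0.0574 for knockdown replicate 1, 0.0711 to 0.0712 for knockdown replicate 2, 0.0674 for control replicate 1 and 0.0730 for control replicate 2.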

Values the study reported

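For the knockdown cells, the study gave 4,735 unique upregulated peaks for RELA, 4,302 for RELB and 3,405 for NFKB2. It listed 106 genes for RELA, 96 for RELB and 71 for NFKB2 that overlapped with genes raised in tumours low in DAB2IP.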

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

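The tests in this part were chosen only after the results were seen.

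Peaks on the mitochondrial genome and on sequences other than the chromosomes stood outside the comparisons above, and both were higher in a knockdown library than in any control library. In knockdown RELA replicate 2, 99.3% of the mitochondrial genome lay under peaks, against at most 94.9% in a control library. The coverage was at least 80.1% in 5 of the 12 libraries and at most 1.52% in the others. The libraries did not split by condition (Fisher's exact two-sided p = 1), although 6 libraries against 6 cannot exclude a small effect, so the knockdown stays open. The ratio of IP to input fragments did split them: 5 of the 6 libraries with the lowest ratio (0.53 to 0.905) had this coverage and 0 of the 6 with the highest (0.93 to 1.10) did (Fisher's exact two-sided p = 0.0152). A candidate explanation is therefore an IP that was shallower than its input, for example if reads on the deeply covered mitochondrial genome were thinned more in the deeper input. Removal of duplicate reads was not tested, and no other biological explanation was tested.

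On sequences other than the chromosomes, 2680 Mb lay under peaks in knockdown RELA replicate 2, against at most 2.29 Mb in a control library. Knockdown NFKB2 replicate 2 had 2656 Mb. These were the libraries with 1847 and 1891 intervals over 5 kb on all sequences, against at most 1 in each of the others. Most of these intervals, 1332 and 1361, lay on the chromosomes used above, where the longest were 3980 and 2918 kb. Those on the chromosomes therefore entered the covered bases, Jaccard indices and merged regions of the comparisons above. The separations were also computed without intervals over 5 kb, but the covered bases and merged regions were not. Under the peak caller's formulas a position with no fragment reaches p = 0.05 when the background is below 0.0513, and the lowest background of a library was below that value exactly in these libraries (12 of 12 libraries sorted this way). The values could arise if stretches that hold no fragment passed the threshold, so that empty stretches of patch and alternate sequences were listed as peaks. The longest listed interval was 233143273 bp in knockdown RELA replicate 2 and 195770197 bp in knockdown NFKB2 replicate 2. The background falls with the IP depth, so the knockdown would have to act through depth to give this pattern. Whether the depth itself differed because of the knockdown was not tested.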

How the results depend on the processing

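Tests at a q of at most 0.05, with summits lowered by 1 fragment, without intervals over 5 kb, with Jaccard indices over their shifted value, on gene spans and on lists of target genes were chosen only after the results were seen. Of the results under all alternatives, 75 kept their direction and side of the threshold, or moved less than the set limit, 52 moved, 6 were weaker and 12 reversed. The 75 include the results with a replicate block, which are identical by construction. They also include ratios of peak numbers, for which only a change of sign could count as a change. Leaving out 1 library could not move such a ratio past its limit, so the 75 are no measure of stability.

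The log2 ratio of peak numbers reversed for RELA from −0.95 to 0.40 without knockdown replicate 1, and ranged from −2.31 to 0.40 across the 4 fits that each left out 1 library. For RELB it reversed to 0.25 with a −log10 q of at least 2, to 0.29 with a −log10 q of at least 5 and to 0.031 without knockdown replicate 1, with a range from −2.85 to 0.031 across the fits that left out 1 library. For RELA and RELB the direction was kept at a q of at most 0.05, with −1.20 and −0.27. For NFKB2 it reversed to 0.014 in covered bases and to 0.0099 at a q of at most 0.05. It kept its direction, from −0.27 to −0.053, across the fits that left out 1 library. The reversals without knockdown replicate 1 follow from its short list. For the others the cause was not tested. Lowering all summits of the other libraries by 1 fragment kept the 3 directions. With 2 libraries against 2 no exact test of these ratios can pass 0.05, so the p-values say nothing about stability.

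The numbers of knockdown-only regions for RELA, RELB and NFKB2 fell to 1, 3 and 6 with a −log10 q of at least 5, to 2, 4 and 7 at a q of at most 0.05, and to 127, 148 and 185 with the 20000 smallest p-values. The control-only regions fell to 3, 2 and 4, to 6, 8 and 7, and to 250, 255 and 196. Fewer peaks enter these counts by construction. Across the fits that left out 1 library, the knockdown-only regions ranged from 10938 to 562899 for RELA, 6309 to 443949 for RELB and 57524 to 492074 for NFKB2, and the control-only regions from 40819 to 447882, 46045 to 490069 and 75844 to 544398. The upper ends arise because a single library then has to call a region. Summit windows and the use of all sequences changed none of these 6 counts by more than 1.5 times. The regions called in all 4 libraries fell to 369 for RELA, 285 for RELB and 3992 for NFKB2 in summit windows. With all sequences they numbered 671, 465 and 7497.

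With a −log10 q of at least 5, the knockdown-only gene spans fell to 0 for each antibody, and the control-only and mixed counts were 0 as well. The knockdown-only gene spans moved to 44, 34 and 114 with a flank of 5 kb, and to 433 for RELA and 360 for RELB with the 20000 smallest p-values. They ranged from 133 to 738, 170 to 500 and 595 to 1126 across the fits that left out 1 library. The cause was not tested for the flank or for the 20000 smallest p-values. The percentile of the known targets moved to 6.57 against lists not matched on gene length, which shows that gene length matters to it. The percentile was void with a −log10 q of at least 5, where 0 target genes and a mean of 0 genes in the random lists had a peak, so that all lists were tied.

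The separation by condition reversed to 0.0421 with a −log10 q of at least 5, to 0.0197 at a q of at most 0.05 and to 0.000151 with the 20000 smallest p-values (exact one-sided p = 0.33 each, the smallest possible). It ranged from −0.00896 to 0.0152 across the fits that left out 1 preparation, positive without either knockdown replicate. The separation by antibody reversed to 0.0142 with a −log10 q of at least 5 (exact p = 0.0694), and no longer passed 0.05 with the 20000 smallest p-values (−0.00262, exact p = 0.329), at a q of at most 0.05 (−0.00935, exact p = 0.389) or without any one preparation (−0.00846 to −0.00485). It stayed past 0.05 in summit windows (exact p = 0.0139), without intervals over 5 kb (exact p = 0.0324) and with indices over their shifted value (exact p = 0.0185). The cause was not tested. The separation by preparation kept its sign and stayed under 0.05 in all alternatives run. The share of whole recovered fragments fell to a lowest value of 0% with a pseudocount of 0, in place of 1.

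With the replicate number as a block, the log2 ratios were the same by construction, −0.95, −1.41 and −0.16 for RELA, RELB and NFKB2 (exact sign-flip p = 1, 1 and 0.5, the last the smallest possible). The region counts under the block are identical by construction. In 0 of the 3 antibodies did the knockdown and control libraries of the same number deviate in the same direction, and the libraries share only a number.

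The planned counts of promoter genes and target promoters and the planned motif enrichment were not run, because gene strand and genome sequence were not used here. Few fragments stood behind the calls: the median summit rested on 3 or 4 fragments, and the named genes had 0 peaks with a q of at most 0.05. Whether the depth was the cause was not tested.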

Other observations

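All tests in this part were chosen only after the result was seen, except the one on a shared input.

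The shortest lists were those of knockdown RELA replicate 1 (105534 peaks) and knockdown RELB replicate 1 (75078 peaks). A shallower IP is argued against, since 5 of the libraries without scaling had a lower relative IP depth than both. A loss of binding with the knockdown stays open. For RELA the other knockdown library had 688835 peaks, more than both control libraries, but it was also the shallowest library, and at a q of at most 0.05 its 119 peaks were fewer than the 150 and 184 of the control libraries. For RELB the other knockdown library had 552509 peaks, between the control libraries, and at a q of at most 0.05 its 203 peaks were more than their 167 and 140. A loss therefore cannot be told apart from the technical explanations for either antibody. Scaling of the IP in place of the input stays open: the libraries with a short list were exactly those with more IP than input fragments, which sorted 12 of 12 libraries. How the scaling would shorten the lists is not settled. If it acted only by lowering each summit by 1 fragment, the other libraries lowered in this way would keep as few peaks, but they kept a median of 314602 (range 293255 to 377927). The minimum peak length of the caller was not part of that calculation, so an effect on peak width may remain.

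Between the 10 libraries without scaling, peak number fell with the relative IP depth (r = −0.838). Within the 6 RELA and RELB libraries, r was −0.948 (exact p = 0.05) and rho −0.771 (exact p = 0.103), and r was −0.358 without knockdown RELA replicate 2. The values are consistent with a threshold that is easier to pass when the background is low, so that the length of a list may say more about depth than about binding. Depth was not randomised between antibodies: the NFKB2 libraries had the longest control lists and lay at 0.0512 to 0.0555, and the antibody stays open as an explanation of the relation.

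Few peaks had a q of at most 0.05, and many of the regions that recurred did so with several antibodies. Over all sequences there were 1191 such regions, 976 of them in 1 library, 32 in at least 10 libraries and 11 in all 12. Of the 215 regions called in at least 2 libraries, 92.6% were called with at least 2 antibodies. When antibody names were permuted within preparations (1296 orderings), the mean share was 92.2% (range 87.0% to 95.8%; exact one-sided p = 0.602 for a share as low), so this share neither shows nor excludes binding that depends on the antibody. Of the 32 regions in at least 10 libraries, 23 lay on chromosomes, in 11 bins of 1 Mb, and 0 of the 23 lay in a protein-coding gene span, although such spans make up 41.3% of the chromosomes. Sites bound with 1 antibody more than with another, sites shared by all 3 subunits, and repeated sequence that is collapsed in the assembly, stay open, and neither shared sites nor repeats were tested.

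Libraries of the same preparation shared more of their peaks on average than pairs that shared neither antibody nor preparation (separation 0.0248). An input library shared within a preparation, in line with the nearly equal input depths of its libraries, may produce this, since dips of one input would be listed as peaks for every antibody. Chromatin shared within a preparation gives the same separation, so the explanations cannot be told apart. The knockdown is no explanation for it, as the control preparations show it too, with a mean Jaccard index of 5.02% and 4.79% for control replicates 1 and 2. The mean was 7.05% for knockdown replicate 2. For knockdown replicate 1 it was 1.38%, below the 2.15% of replicates of a group. Relative to random shifts, all pairs of a preparation lay above the other pairs, at 1.62 to 3.90 times the shifted value.

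The knockdown-only regions here numbered 9243 for RELA and 45105 for NFKB2. Both counts are higher than the values quoted from the study above. The RELB count, 5277, was closer to its quoted value. With the 20000 smallest p-values per library the counts were 127 for RELA, 148 for RELB and 185 for NFKB2, and at a q of at most 0.05 they were 2, 4 and 7, all lower than those values. The rule behind the quoted values was not used here, so the measures may differ.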
